A study of Mus musculus with 8 samples.

How the data were processed

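The samples were total RNA from MIN6B1 cells, a mouse insulinoma line, in 4 groups of 2 libraries: control plasmid or a plasmid for the HENMT1ΔC-T6B methyltransferase, each without and with oxidation by sodium periodate. Small RNA libraries were made with a QIAseq miRNA kit, per the labels' protocols. One table was deposited. Per the file headers it holds, for each distinct read sequence, a count in each of the 8 libraries. The annotation hit (mature miRNA, miRNA precursor or mature tRNA) and the number of genomic matches are in other columns. Aligner, genome build, adapter trimming, the use of molecular identifiers and the counting tool are stated neither in the labels nor in the headers.

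The deposited normalized signal is the count divided by 1 size factor per library. Recomputed median-of-ratios factors over the 4607 sequences counted in all 8 libraries matched these factors. The table also gives the authors' 2 comparisons, oxidized control against oxidized methyltransferase RNA and non-oxidized against oxidized methyltransferase RNA. For each, the authors' signed fold change was read as a score whose sign gives the direction, and the deposited adjusted p-value was used as given. Regularized-log columns and shrunken fold changes of the table were not used here.

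The table has 12608 lines. Lines that repeat a sequence under another annotation carry the same counts and were merged, which left 11568 distinct sequences of 16 to 80 nucleotides. Every listed sequence has at least 2 reads in each oxidized methyltransferase library and at least 10 in their sum, and no other group meets such a minimum. The listing was thus selected on the oxidized methyltransferase libraries, and the column totals are totals of listed sequences, not full library depths. They ranged from 295094 to 6641250 counts. A count of 0 in the smallest library allows a share of up to 0.00102% (3 counts of the total). Intervals on shares are 95% Wilson intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

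By the hits in the table, 652 sequences were mature miRNA sequences, 287 matched a miRNA precursor only, 866 matched a mature tRNA and 9761 had no hit. The sequences with no hit were first sorted into sequences 1 substitution from a more abundant miRNA sequence (2714) and miRNA sequences with 1 or more added 3′ nucleotides (406). The rest were classed by an exact sense match to the transcripts of GENCODE M21 (GRCm38). Those left over were unmatched sequences with a genomic match in the deposited table (663) and unmatched sequences without one (4458). The other 2 sequences had hits in several classes and were left out of class summaries; 1 of them passed the filter below. Positions are given in GRCm38 (GENCODE M21), from the match of each sequence to its transcript; tRNA positions and complete ribosomal RNA references were not used here. Sequences carry identifiers assigned by their order in the merged table.

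Counts were fitted with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, quasi-likelihood test), in 1 model of the 4 groups over all 8 libraries, with 9851 sequences tested. There were 5 contrasts: the plasmids in oxidized RNA, the plasmids in non-oxidized RNA, oxidation with each plasmid, and the interaction of plasmid and oxidation. A call is a Benjamini-Hochberg adjusted p under 0.05. In a group whose libraries all have 3 counts or fewer, the fold is a lower bound under the main (TMM) scaling, computed with that group at 3 counts. Classes were tested with limma 3.58.1 camera (preset correlation 0.01), beside fry and camera with an estimated correlation, over 8 tests of class and contrast. Shares of counts per class were compared by exact two-sided permutation tests.

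Sequences were named by a rule fixed before the data were examined. For each contrast these are the 3 that rose and the 3 that fell most among calls with a mean count of at least 50 and no overlap between the libraries compared. To these were added the most abundant sequence of the 5 miRNAs with the highest mean in non-oxidized control RNA, the 2 most abundant sequences of each other class, and miR-375-3p and miR-7a-5p, both known from beta cells and both already among the 5. This gave 28 sequences.

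The model was tested on simulated counts: 200 of 9851 sequences were changed 8-fold, 184 of these passed the filter, and 125 (67.9%) were called in the right direction, with 3 unchanged sequences called. Alternatives fixed before the data were examined were DESeq2 (1.42.0) size factors, total counts, upper quartile, other filters, the DESeq2 Wald test, limma-voom, only the libraries compared, miRNAs alone, a replicate block, other thresholds, other set tests and leaving out each library. Pseudocount alternatives planned for a table of normalized values were not run, since counts were present. The equal minimum in every group, the removal of sequences 1 substitution from a miRNA sequence, and summing by annotation were chosen after the data were seen. Other statistics used Python 3.11.15 with scipy 1.17.1.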

Results

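Small RNA was sequenced from MIN6B1 insulinoma cells transfected with a control plasmid or with a plasmid for the HENMT1ΔC-T6B methyltransferase, a fusion designed to methylate the 3′ end of small RNAs held by Argonaute proteins. Periodate oxidation blocks cloning of RNAs with a free 3′ end, so RNAs methylated there should remain in oxidized RNA. Each of the 4 groups had 2 libraries. The listed sequences held 5387014 and 6641250 counts in non-oxidized control RNA and 438363 and 295094 counts in oxidized control RNA. They held 3654639 and 4887022 counts in non-oxidized methyltransferase RNA and 3100971 and 2446036 counts in oxidized methyltransferase RNA. Between replicates, Pearson's r across 2481 sequences (which are not independent) ranged from 0.91 to 0.96 on the log2 scale.

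Mature miRNA sequences made up 65.6% ± 0.458 (SD, n = 2) of listed counts in non-oxidized control RNA and 3.28% ± 0.202 (SD, n = 2) in oxidized control RNA. With the methyltransferase they made up 62.0% ± 0.563 (SD, n = 2) before and 66.6% ± 0.856 (SD, n = 2) after oxidation. Sequences matching a miRNA precursor only, which include miRNA sequences of other lengths, held 15.5% ± 0.300, 0.120% ± 0.0497, 11.3% ± 0.322 and 6.59% ± 0.720 in the same order (SD, n = 2 each). The share of tRNA sequences was 2.57% ± 0.00421 in non-oxidized and 27.5% ± 0.383 in oxidized control RNA, against 3.73% ± 0.584 and 2.98% ± 0.890 with the methyltransferase (SD, n = 2 each). Sequences with no hit held 16.3% ± 0.754 and 69.1% ± 0.636 in control RNA, and 22.97% ± 0.825 and 23.8% ± 1.03 with the methyltransferase (SD, n = 2 each). In oxidized control RNA, 56.4% of counts lay in unmatched sequences without a genomic match in the deposited table. In the other groups this share was 2.15% to 5.37%. Sequences sorted by their likeness to a miRNA sequence are not in this class. With 2 libraries against 2, an exact two-sided permutation test cannot go below p = 0.333, and the smallest adjusted p over 16 such tests was 0.381. The libraries of the groups compared did not overlap in 14 of the 16 comparisons. Among sequences with at least 10 counts in every library, the alternative with the largest change in mature miRNA share, that share was 80.7% in non-oxidized methyltransferase RNA, 4.14% in oxidized control RNA and 83.5% in oxidized methyltransferase RNA.

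**Figure D1:**
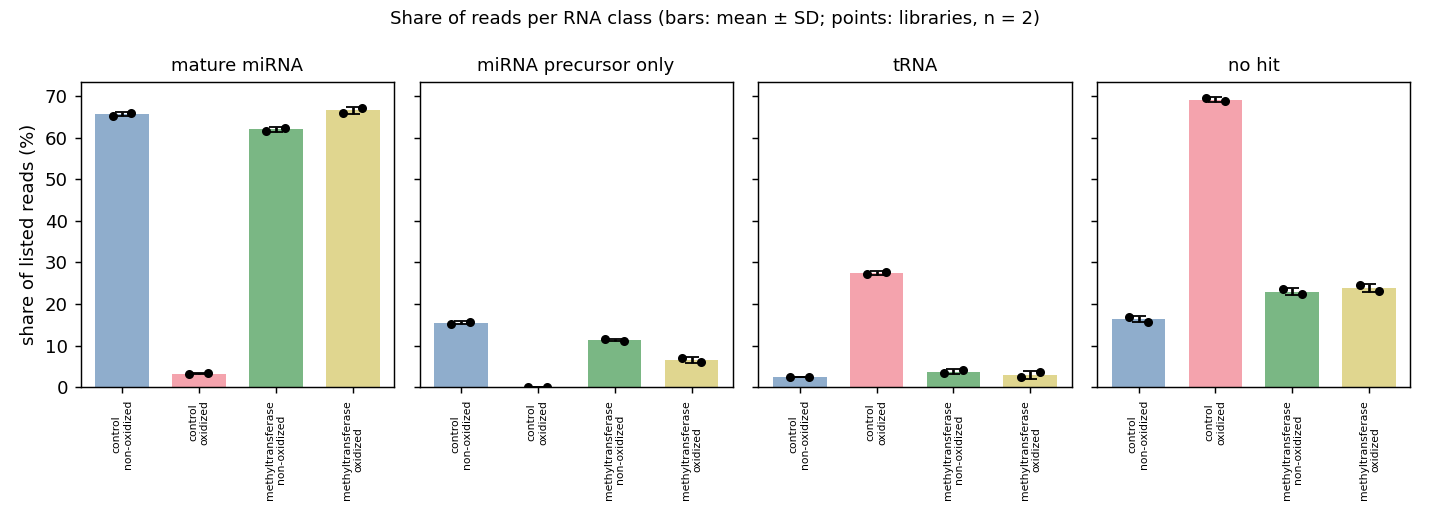
Share of listed reads (percent, y axis) in 4 RNA classes for the 4 groups; bars are means, error bars SD and points the 2 libraries. Mature miRNA sequences held 3.28% in oxidized control RNA and between 62.0% and 66.6% in the other groups.

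The central comparison, oxidized methyltransferase RNA against oxidized control RNA, asks which RNAs were protected from oxidation. At an adjusted p under 0.05 (edgeR quasi-likelihood test), 4166 sequences were higher with the methyltransferase and 386 lower, so 91.5% of calls were higher. The scaling moved this split most: with total counts alone, which shifts the median log2 fold change by -2.99, 2743 were higher and 4794 lower (36.4% higher), and with the upper quartile 3970 were higher and 1876 lower (67.9% higher). Among sequences meeting an equal minimum in both groups, a fit that shifts the median by 0.51, 181 were higher and 0 lower, with 474 of 5003 at an unadjusted p under 0.05. The authors' deposited comparison, over all listed sequences, had 5344 higher and 115 lower; 4137 and 115 of these were called in the same direction here and 0 in the opposite direction.

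Of 607 mature miRNA sequences, 518 were higher and 1 lower, with a median fitted log2 fold change of 6.49. In 412 of them both oxidized control libraries were at or under 3 counts; with these at their bound, the median was 3.06. Of 257 precursor-only sequences, 248 were higher and 0 lower (median 7.42, or 3.41 with 226 at their bound). Of 847 tRNA sequences, 32 were higher and 28 lower (median -0.14; 0.08 with DESeq2 size factors, -1.05 with the upper quartile and -3.16 with total counts). Most calls were in sequences with no hit: of 8139, 3368 were higher and 357 lower (median 0.72). Of these, 2143 were 1 substitution from a miRNA sequence (2057 higher, 4 lower) and 328 had 1 or more added 3′ nucleotides (325 higher, 0 lower). Of 3733 unmatched sequences without a genomic match, 735 were higher and 324 lower. Of 675 small nucleolar RNA sequences, 109 were higher and 10 lower. Scaled by total counts, 351 mature miRNA sequences were higher and 76 lower. By camera, mature miRNA (adjusted p 1.37e-18) and precursor-only sequences (adjusted p 3.53e-21) were higher than the other sequences. Their median log2 fold changes differed from those of the other sequences by 2.82 and 3.26. Both calls hold under fry (6.61e-07 and 1.97e-07) and under an estimated correlation (0.0077 and 0.0040). The lower call for tRNA sequences (-1.15, adjusted p 6.35e-11) does not hold under fry (0.626) or an estimated correlation (0.106).

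**Figure D2:**
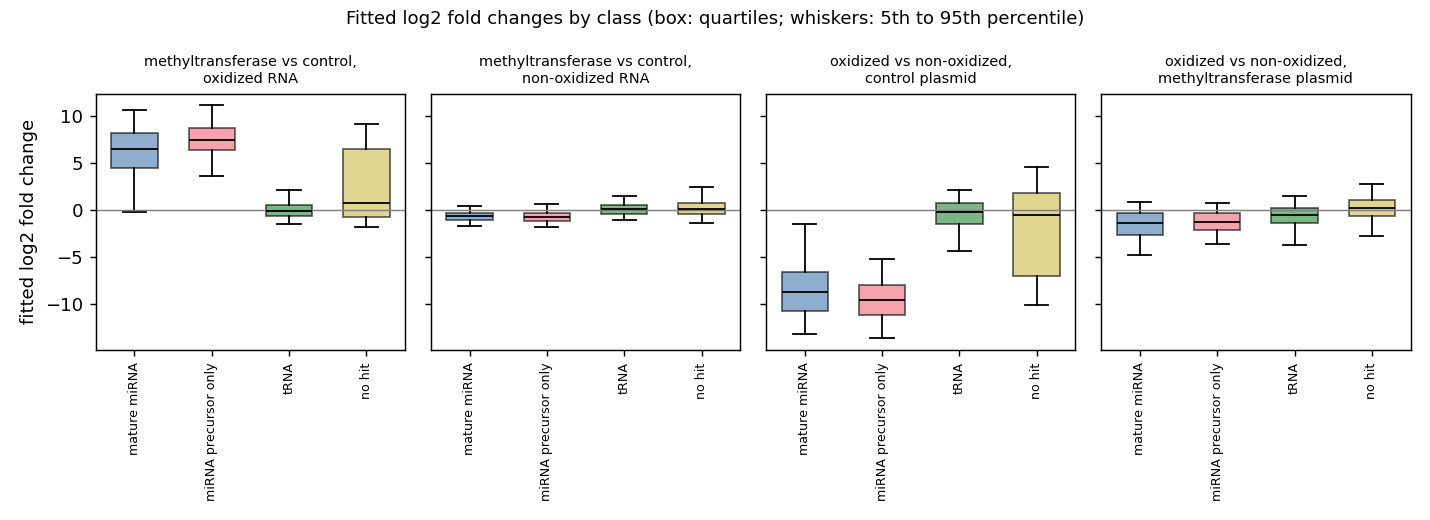
Fitted log2 fold changes (y axis) of tested sequences by RNA class in the 4 comparisons, under the main scaling; boxes span quartiles and whiskers the 5th to the 95th percentile. Median values of mature miRNA sequences are 6.49 between plasmids in oxidized RNA, -8.69 for oxidation with the control plasmid and -1.39 for oxidation with the methyltransferase plasmid.

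The sequences with the largest fitted rise were miR-423-5p (seq7981; TGAGGGGCAGAGAGCGAGACTTT; GRCm38 chromosome 11, 77078122 to 77078144, gene Mir423), a 23-nucleotide sequence of the miR-375 precursor (seq11547; chromosome 1, 74900661 to 74900683, Mir375) and a 23-nucleotide sequence of let-7f-2 (seq8370; chromosome X, 151912353 to 151912375, Mirlet7f-2). Each had 0 counts in both oxidized control libraries. Against the floor of 3 counts they were at least 928-fold, at least 826-fold and at least 691-fold higher with the methyltransferase (edgeR adjusted p 6.84e-07, 7.68e-07 and 7.68e-07). These bounds are those of the main scaling. Total counts, which shift the median log2 fold change by -2.99, would lower them. The 3 that fell most, by log2 values of -4.68 ± 1.51 (SE; seq4617, adjusted p 0.0230), -3.26 ± 0.89 (seq4399, 0.00921) and -3.08 ± 0.71 (seq4416, 0.00316), were unmatched sequences of 27, 54 and 54 nucleotides. Without the first oxidized control library, seq4617 fell by 1.87, seq4399 fell by 1.48 and seq4416 fell by 1.52.

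The 5 most abundant miRNAs were also called. The main let-7c-5p sequence (seq8831, TGAGGTAGTAGGTTGTATGGTT, genes Mirlet7c-1 and Mirlet7c-2) had 282 and 240 counts in oxidized control RNA and 639939 and 540155 counts in oxidized methyltransferase RNA, a log2 fold change of 11.22 ± 0.55 (SE, edgeR adjusted p 5.1e-07). For miR-375-3p (seq11441, TTTGTTCGTTCGGCTCGCGTGA, Mir375, chromosome 1, 74900661 to 74900682) the counts were 87 and 143 against 93575 and 118526 (9.88 ± 0.65). Values were 10.03 ± 0.51 for let-7b-5p (seq8965), 10.47 ± 0.54 for let-7a-5p (seq8777) and 7.84 ± 0.53 for miR-7a-5p (seq10083). All are under the main scaling. Total counts shift the median log2 fold change of this comparison by -2.99, which is smaller in size than each of these values. Reads of let-7 members are uncertain between members, since sequence errors can turn one member into another. The 2 most abundant tRNA sequences, 5′ fragments of tRNA-Val of 33 and 31 nucleotides, showed no call (-0.29 ± 0.41, adjusted p 0.625, and -0.67 ± 0.56, adjusted p 0.391). The sign of the first depended on the setting (0.49 without the second oxidized methyltransferase library, -3.31 with total counts).

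**Figure D3:**
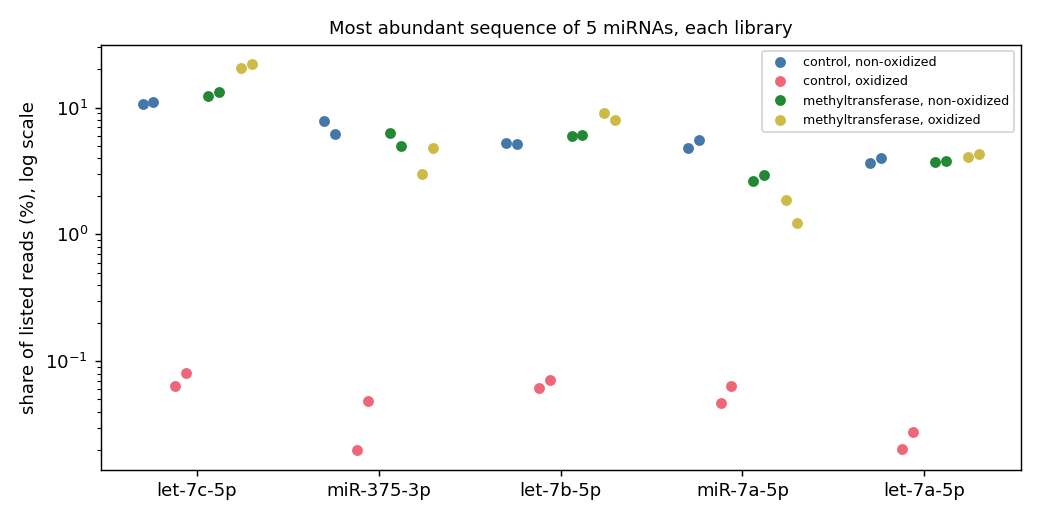
Share of listed reads (percent, log scale, y axis) of the most abundant sequence of 5 miRNAs in each of the 8 libraries, coloured by group. For let-7c-5p the 2 oxidized control libraries had 282 and 240 counts, and the 2 oxidized methyltransferase libraries 639939 and 540155.

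Without oxidation, the comparison of the plasmids asks whether the methyltransferase changed small RNA levels. No sequence was called in either direction (0 and 0 of 9851; 392 higher and 466 lower at an unadjusted p under 0.05), and the smallest adjusted p was 0.205. The median log2 fold change was -0.63 over mature miRNA sequences and 0.06 over tRNA sequences (-0.11 and 0.58 with total counts, -0.87 and -0.17 with DESeq2 size factors). Calls appeared under the DESeq2 Wald test (35 higher, 82 lower) and with only the 4 libraries compared (30 higher, 34 lower).

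Oxidation with the control plasmid gives the background that survives without the methyltransferase. Relative to the main scaling, 1809 sequences were higher and 4571 lower after oxidation (28.4% of calls higher); total counts, which shifts the median by 4.30, gave 5202 higher and 2331 lower (69.1%), and the upper quartile 3900 and 3948 (49.7%). Of mature miRNA sequences 563 were lower and 1 higher (median -8.69, or -5.63 with 411 at their bound), and with total counts 418 were lower and 58 higher. The median of tRNA sequences was -0.22 (69 higher, 191 lower), and it was 4.19 with total counts (708 higher, 16 lower) and 1.56 with the upper quartile. The largest falls were in let-7b with an added 3′ T (seq9009), a 23-nucleotide sequence of the miR-16 precursors (seq6444) and miR-340-5p (seq10762), each with 0 counts in both oxidized control libraries and at least 4969-fold, at least 4502-fold and at least 3640-fold lower. These bounds are those of the main scaling, and the shift of 4.30 with total counts would make these falls smaller. The largest rises were in unmatched sequences of 42, 54 and 42 nucleotides: seq3967 (at least 83.7-fold), seq4416 (6.02 ± 0.88, edgeR adjusted p 9.84e-05) and seq4002 (5.95 ± 0.73, 2.68e-05). Without the first oxidized control library their fitted log2 values were 6.19, 4.45 and 4.80.

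With the methyltransferase plasmid, 174 sequences were higher and 1100 lower after oxidation (13.7% of calls higher; 61.5% with total counts, 1008 higher and 630 lower; 55.2% with the upper quartile, 863 and 700). The authors' deposited comparison had 152 higher and 1130 lower, of which 118 and 1066 were called in the same direction here and 0 in the opposite one. Leaving out a non-oxidized control library, which is in neither arm, gave 110 or 103 higher. Of mature miRNA sequences 251 were lower and 0 higher (median -1.39), and 145 lower and 15 higher with total counts (median -0.52). When mature and precursor-only sequences were fitted alone, which shifts the median by 1.39, 194 of 865 were lower and 157 higher. Among the 5 most abundant miRNAs, only miR-7a-5p was called (-1.74 ± 0.40, edgeR adjusted p 0.0133). Not called were let-7c-5p (-0.14 ± 0.36), let-7b-5p (-0.38 ± 0.35) and let-7a-5p (-0.72 ± 0.36), whose signs reversed with total counts (0.74, 0.50 and 0.16). Also not called was miR-375-3p (-1.39 ± 0.45, edgeR adjusted p 0.0676), though it was called under 8 alternatives. When miRNAs were fitted alone, the log2 fold change of miR-375-3p was 0.0089, so its fall was absent there. A 45-nucleotide sequence of the small nucleolar RNA gene Snord100 (seq10629; GRCm38 chromosome 10, 23785777 to 23785821, also inside a transcript of Rps12) rose by 2.80 ± 0.52 (adjusted p 0.0038). The other 2 that rose most were unmatched sequences of 41 and 54 nucleotides: seq6840 (3.80 ± 0.46, adjusted p 2.00e-04) and seq4416 (at least 8.02-fold, adjusted p 0.0333). Among RNAs outside the miRNA classes, a 73-nucleotide sequence inside Rpl13 (seq10347; chromosome 8, 123103033 to 123103105) fell from 8828 and 12895 counts to 10 and 6 (-10.64 ± 0.62, adjusted p 7.21e-06). Unmatched sequences of 44 nucleotides (seq7367, -12.08 ± 1.00, adjusted p 2.42e-05) and 60 nucleotides (seq7536, -10.70 ± 0.88, adjusted p 2.30e-05) fell further. The tRNA-Val fragments changed by -5.70 ± 0.49 and -4.96 ± 0.66, and with the control plasmid by -5.56 ± 0.49 and -4.12 ± 0.63, where the second was 0.34 with total counts.

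The interaction asks whether oxidation acted differently with the 2 plasmids, allowing for differences present before oxidation. There were 3903 sequences with a higher and 296 with a lower effect of oxidation in methyltransferase RNA (93.0% higher; 32.6% with total counts, 1992 and 4110; 76.2% with the upper quartile, 3553 and 1107). Of mature miRNA sequences 520 were higher and 0 lower (318 and 57 with total counts, 485 and 1 with the upper quartile). Of tRNA sequences 17 were higher and 9 lower (1 and 661 with total counts). The largest values were those of the miR-375, let-7f-2 and miR-423-5p sequences with 0 counts in oxidized control RNA (at least 1561-fold, at least 1157-fold and at least 1109-fold, adjusted p 2.30e-06 each). These bounds are those of the main scaling. Total counts, which shift the median of the interaction by -3.44, would lower them. The lowest interaction values were in unmatched sequences of 42, 61 and 62 nucleotides: seq3967 (at least 16.6-fold lower, adjusted p 0.00178), seq2796 (-4.96 ± 1.15, 0.00403) and seq2797 (-4.92 ± 1.05, 0.00254). For the main let-7c-5p sequence the interaction was 11.52 ± 0.62 (SE, edgeR adjusted p 1.93e-06), and for the 2 tRNA-Val fragments it was -0.14 ± 0.57 (adjusted p 0.890) and -0.84 ± 0.79 (adjusted p 0.464).

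Within miRNAs, the effect of oxidation with the methyltransferase plasmid varied. Over the main sequences of the 20 most abundant miRNAs, log2 fold changes ran from -6.75 to -0.10 under the main scaling, and 7 were called lower. The extremes, chosen after their values were seen, were miR-16-5p (seq6440), which went from 145502 and 188275 counts to 2389 and 1386 (-6.75 ± 0.48, edgeR adjusted p 1.2e-05), and miR-200c-3p (seq6185), which went from 17856 and 22099 counts to 18875 and 24552 (-0.10 ± 0.69, adjusted p 0.948).

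**Figure D4:**
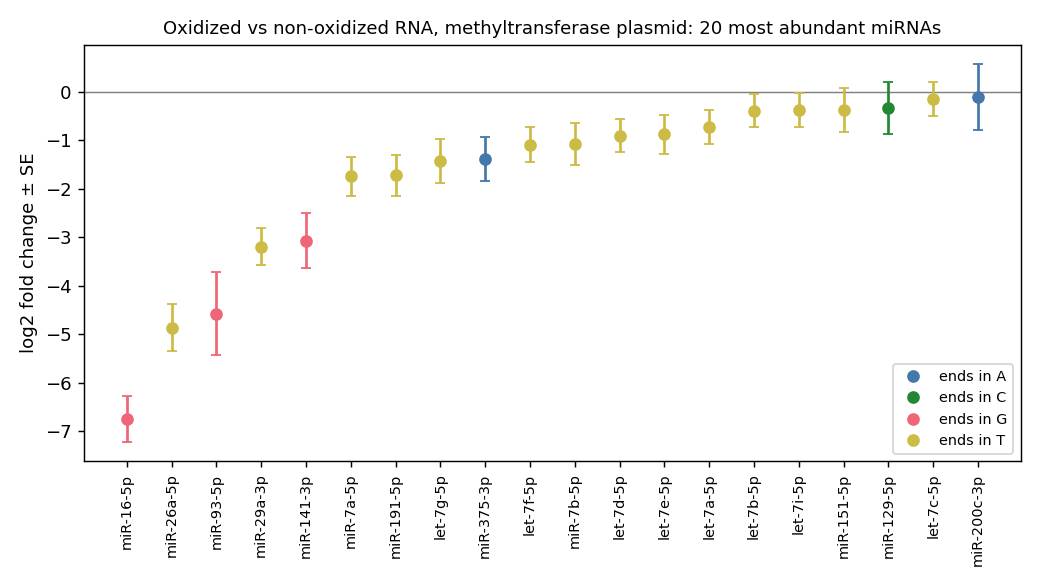
Log2 fold change ± SE (y axis) of oxidized against non-oxidized RNA with the methyltransferase plasmid, for the main sequence of the 20 most abundant miRNAs, coloured by their last base. The lowest, miR-16-5p at -6.75, ends in G; under other scalings all values shift together.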

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

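Of the tests in this part, those of scaling and of incomplete oxidation, and the simulation of rare sequences, were chosen after the results were seen; the statistic of the oxidation test was also changed after a first version was seen.

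The effect of oxidation differed between the plasmids by the interaction test. The oxidation effect was higher in methyltransferase RNA for 3903 sequences and lower for 296, of 9851 tested. The median log2 value of each class was set beside that of the other sequences, with camera adjusted p-values. The difference was 3.70 for mature miRNA (adjusted p 2.32e-24) and 3.88 for precursor-only sequences (adjusted p 6.45e-25). It was -0.75 for sequences with no hit (adjusted p 0.00334) and -1.21 for tRNA (adjusted p 2.03e-09). Under fry the first 2 classes were also higher (9.87e-07 and 2.19e-07), the sequences with no hit were called higher instead (2.80e-05) and tRNA was not called (0.626). The camera and fry tests ask different questions, the first against the other sequences and the second against no change. The class with no hit is also mixed. Its median interaction was 7.06 over 2143 sequences 1 substitution from a miRNA sequence (1971 higher, 1 lower). It was 7.73 over 328 with 1 or more added 3′ nucleotides (325 higher, 0 lower). Over 3733 unmatched sequences without a genomic match it was -0.71 (612 higher, 269 lower).

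Among the sequences chosen by the rule, the fitted interaction was 15.04 for the miR-375 sequence of 23 nucleotides (seq11547), 14.61 for the let-7f-2 sequence (seq8370) and 14.55 for miR-423-5p (seq7981). These 3 values depend on the prior count, since oxidized control RNA had 0 counts of each, and their bounds under the main scaling are at least 1561-fold, at least 1157-fold and at least 1109-fold. For the most abundant sequences, which had reads in oxidized control RNA, it was 11.52 for let-7c-5p, 10.71 for miR-375-3p, 10.33 for let-7b-5p, 9.25 for miR-7a-5p, 11.01 for let-7a-5p, 10.69 for the miR-7a sequence of 24 nucleotides (seq10090), 11.29 for the let-7b sequence of 23 nucleotides (seq8992) and 9.76 for miR-375-3p with an added T (seq11456). The unmatched sequences seq3967, seq2796 and seq2797 had values of -4.96, -4.96 and -4.92, the first of them fitted against a group at the floor.

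The depth of the oxidized control libraries does not account for the miRNA part of this difference. With all 8 libraries thinned to 295094 counts, 340 of 424 miRNA sequences tested were higher and 0 lower (by the interaction, 1100 of all 4116 sequences were higher and 82 lower). Scaling does not account for it either: with total counts, 318 of 607 mature miRNA sequences were higher and 57 lower. Scaling does set the balance of all calls, which went to 1992 higher and 4110 lower, and that of tRNA sequences, which went from 17 higher and 9 lower to 1 higher and 661 lower. No direction can be given for tRNA sequences.

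The table lists only sequences with reads in both oxidized methyltransferase libraries, which favours higher values there. In simulated unchanged libraries put through the same minimum, 0 of 6274 sequences tested were called in either direction. With 100000 rare sequences added, 0 of 9112 were called (182 higher and 183 lower at an unadjusted p under 0.05). When the minimum was imposed on both groups compared in oxidized RNA, 181 sequences were higher and 0 lower. That fit also shifts the median log2 fold change by 0.51, so its balance of calls does not isolate the selection. The simulations gave the oxidized control libraries their effective sizes under the main scaling (3083230 and 2127174). Their listed totals were 438363 and 295094. At the simulated sizes the selection alone gave no excess of higher calls. Oxidized control libraries as shallow as the listed totals were not simulated, so the effect of the selection there stays open. How many of the 4166 higher calls in oxidized RNA the selection adds was not estimated.

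Methyltransferase RNA that was oxidized less completely than control RNA would also keep its miRNAs, together with other RNAs. Of 141 sequences outside the miRNA classes with at least 1000 reads in non-oxidized control RNA, 124 were lower after oxidation with the control plasmid, and 120 of these were also lower with the methyltransferase plasmid. Of 231 miRNA sequences chosen in the same way, 160 were also lower with the methyltransferase plasmid. In methyltransferase RNA, 113 of the 124 kept a smaller share than the median of the 231 miRNA sequences, with medians of -5.92 and -2.17 (permutation test, p 1e-05, the smallest it can give). In the version used first, 54 of the 124 were higher by the interaction, against 222 of the 231 miRNA sequences. Of those above the floor, it was 10 of 73 against 101 of 110. Being above the floor depends on how far a sequence fell with oxidation, so this subset does not decide the question. By the shares kept in methyltransferase RNA, less complete oxidation is not the whole cause, but a smaller contribution stays open. The remaining hypothesis is that the methyltransferase may protect the 3′ ends of miRNAs; it was found and tested on the same data, in 2 libraries per group, and methylation itself was not measured. Exchanged sample labels were not tested.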

How the results depend on the processing

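Over 101 results there were 1793 values under alternatives. Of these, 1584 kept their direction and side of the threshold or stayed within the spread, 23 were weaker, 20 stronger, 123 moved and 43 reversed. Except where construction shows it, the cause of a change was not tested. Those not given below are 34 that moved, 18 that were stronger and 17 that were weaker. The equal minimum, the removal of sequences 1 substitution from a miRNA sequence, and summing by annotation were chosen after the data were seen. Alternatives for a table of normalized values alone were not run.

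The number of sequences called depended on scaling. With total counts, 2743 were higher and 4794 lower between plasmids in oxidized RNA, 5202 and 2331 for oxidation with the control plasmid, 1008 and 630 for oxidation with the methyltransferase plasmid, and 1992 and 4110 by the interaction. With the upper quartile, 1876 were lower between plasmids in oxidized RNA, 3900 higher for oxidation with the control plasmid, 863 higher and 700 lower with the methyltransferase plasmid, and 1107 lower by the interaction. With DESeq2 size factors, 174 were lower in oxidized RNA and 152 lower by the interaction.

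Fewer sequences enter some alternatives, and several of these also shift the scaling, so their counts went both ways. With at least 10 counts in every library, 60 were higher and 4 lower between plasmids in oxidized RNA, 101 and 231 for oxidation with the control plasmid, 41 and 149 with the methyltransferase plasmid, and 55 and 2 by the interaction. With miRNAs alone, which shifts the median log2 fold change by 0.85, 1.24, 1.39 and 0.14 in the order given, there were 339 and 98 in oxidized RNA, 91 and 411 for oxidation with the control plasmid, 157 and 194 with the methyltransferase plasmid, and 310 and 91 by the interaction. Of the 157 higher, 0 were called higher with all classes in the fit (431 of 865 had an unadjusted p under 0.05), while all 194 lower were called lower there. With an equal minimum in every group compared, there were 181 and 0 in oxidized RNA (474 at an unadjusted p under 0.05), 251 and 529 for oxidation with the control plasmid, 213 and 859 with the methyltransferase plasmid (87 and 859 also called with all sequences), and 161 and 8 by the interaction. Without sequences 1 substitution from a miRNA sequence, there were 2127 and 103 in oxidized RNA, 2586 lower for oxidation with the control plasmid, and 1929 and 122 by the interaction.

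With the DESeq2 Wald test, 111 were lower in oxidized RNA, 35 higher and 82 lower between plasmids in non-oxidized RNA, 993 higher for oxidation with the control plasmid, and 112 lower by the interaction. With only the libraries compared, 102 were lower in oxidized RNA, and 30 were higher and 34 lower in non-oxidized RNA. At an adjusted p under 0.01, 68 were lower in oxidized RNA, 936 higher for oxidation with the control plasmid, 13 higher and 708 lower with the methyltransferase plasmid, and 50 lower by the interaction. The replicate numbers of the groups match, but the labels do not say that libraries were paired. Over 2481 sequences, which are not independent, the difference between the replicates of non-oxidized control RNA correlated with that of non-oxidized methyltransferase RNA at 0.561; the other pairs of groups were between -0.010 and 0.144. With 2 replicates this does not settle whether the libraries were paired. With a replicate block, 0 were called in non-oxidized RNA (901 of 9851 at an unadjusted p under 0.05), and 4192 were higher and 459 lower in oxidized RNA. A block common to all 8 libraries does not remove a replicate difference shared mainly by the non-oxidized groups. A block within those groups alone was not fitted, so the lack of calls there leaves such pairing open.

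Leaving out 1 library of a group outside the comparison, 4 fits each, gave 4147 to 4182 higher and 327 to 386 lower in oxidized RNA, 0 in non-oxidized RNA, 1404 to 1834 higher and 4525 to 4608 lower for oxidation with the control plasmid, and 103 to 184 higher and 907 to 1190 lower with the methyltransferase plasmid. The value of 103 was without control_nonoxidized replicate 2, and 110 without replicate 1. No call was made where an arm was left with 1 library.

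The set difference in oxidized RNA ranged over the 8 fits from 2.41 to 2.96 for mature miRNA, 2.75 to 3.29 for precursor-only sequences, -0.60 to -0.32 for no hit and -1.55 to -1.16 for tRNA. By the interaction it ranged from 3.35 to 3.89, 3.56 to 4.08, -0.89 to -0.63 and -1.45 to -1.09. For sequences with no hit, fry reversed the direction at differences of -0.53 and -0.75; in oxidized RNA they passed the threshold with DESeq2 size factors (-0.52) and at least 10 counts in every library (-0.15), and by the interaction they did not with total counts (-0.58). For tRNA, fry and an estimated correlation gave no call at -1.15 and -1.21, and with at least 10 counts in every library the values were -0.012 in oxidized RNA and 0.084 by the interaction, a reversal.

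Among named sequences, the tRNA-Val fragment seq5875 between plasmids in oxidized RNA, -0.29 as reported, was 0.061 with at least 10 counts in every library, 0.077 with only the libraries compared, 0.25 with an equal minimum and 0.0016 without sequences 1 substitution from a miRNA sequence, and ranged from -0.59 to 0.49 over the 8 fits that each left out 1 library (0.095 without control_oxidized replicate 2 and 0.49 without methyltransferase_oxidized replicate 2). Its interaction was 0.39 with DESeq2 size factors, 0.34 with at least 10 counts, 0.39 with the DESeq2 Wald test, 0.32 with an equal minimum, 0.20 without the substituted sequences, and -0.45 to 0.62 over the 8 fits. The fragment seq5873 was 0.34 with total counts for oxidation with the control plasmid, and its interaction ranged from -1.50 to 0.42. The unmatched seq7367 in oxidized RNA was -2.54 with total counts, -0.43 with the upper quartile and -1.24 to 3.10 over the 8 fits; its interaction was -2.94, -0.41 and -1.12 to 3.21.

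For oxidation with the methyltransferase plasmid, let-7c-5p (seq8831) was 0.74 with total counts, 0.64 with the upper quartile, 0.026 with at least 10 counts, 0.056 with only the libraries compared, 1.25 with miRNAs alone, 0.29 with an equal minimum and -0.32 to 0.057 over the 8 fits. With miRNAs alone, miR-375-3p (seq11441) was 0.0089, let-7b-5p (seq8965) 1.01 and let-7a-5p (seq8777) 0.67. Let-7b-5p was 0.50 with total counts, 0.40 with the upper quartile and 0.057 with an equal minimum; let-7a-5p was 0.16 with total counts and 0.054 with the upper quartile.

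Shares of counts were recomputed over sequences with at least 10 counts in every library. In the order non-oxidized control, oxidized control, non-oxidized methyltransferase and oxidized methyltransferase RNA, mature miRNA held 81.2%, 4.14%, 80.7% and 83.5%, and no hit 3.04%, 60.3%, 5.04% and 7.20%. Precursor-only sequences held 12.7%, 9.73% and 5.60% in the groups other than oxidized control RNA. tRNA held 3.01%, 35.4% and 4.56% in the first 3 groups. Without the most abundant sequence, mature miRNA held 61.4%, 56.4% and 57.5%, precursor-only sequences 17.4%, 13.0% and 8.38%, and no hit 18.3%, 26.3% and 30.3% in the groups other than oxidized control RNA, and tRNA 2.89% in non-oxidized control RNA. With 1 library left out, mature miRNA ranged from 65.3% to 65.9%, 3.14% to 3.43%, 61.6% to 62.4% and 66.0% to 67.2% in the 4 groups, precursor-only sequences from 15.3% to 15.7%, 0.0853% to 0.156%, 11.1% to 11.6% and 6.08% to 7.10%, tRNA from 2.57% to 2.58%, 27.2% to 27.7%, 3.31% to 4.14% and 2.35% to 3.61%, and no hit from 15.8% to 16.9%, 68.7% to 69.6%, 22.4% to 23.6% and 23.1% to 24.6%.

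Depth limits folds against oxidized control RNA, where 5546 of the 11568 listed sequences had 3 counts or fewer in both libraries, so that their folds are lower bounds and a fall further than the floor was not detectable.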

Other observations

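Of the tests in this part, those of the last base, of added nucleotides, of trimming, and of base damage and carry-over as sources of substituted reads were chosen after their results were seen, and so were the descriptive counts of unmatched sequences. The trimming minimum was set at 10 reads, the test of single-nucleotide loss was changed more than once, the definition of substituted reads was changed, and the reading of the hairpin test was loosened, after first values were seen; 17 explanations, 1 of them for the miRNAs left open by another test, were tested over both parts.

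miRNAs kept different shares of their reads after oxidation of methyltransferase RNA, and the last base of the sequence is a candidate explanation. In 86 of 98 pairs of sequences of one miRNA that differ by 1 nucleotide at the 3′ end, the sequence ending in G had the lower log2 ratio (two-sided sign test, p 5.93e-15, median difference -1.91). It was lower in 32 of 39 pairs in which it was the longer and in 54 of 59 in which it was the shorter. Pairs share sequences and are not independent; counted by miRNA, it was 51 of 56 (p 1.17e-10, median -2.04). Over the 4 combinations of single libraries, 79 to 88 pairs were lower. Before oxidation, the sequence ending in G was lower between plasmids in 30 of 98 pairs (p 1.56e-04, median 0.15), so the difference there ran the other way. Across main sequences of 148 miRNAs, the 29 ending in G had a median of -3.25 and the others -2.02 (permutation test, p 3.70e-04). A preference of the methyltransferase and one of the cloning step after oxidation would both give this pattern, and no value here separates them.

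For the same shares, GC content showed no relation (Spearman's rho 0.049, permutation p 0.554; Pearson's r 0.02, p 0.819; across miRNA sequences, which are not independent replicates). Differences between the plasmids before oxidation were too small to account for it, with an SD 0.388 times that of the oxidation ratios. The less abundant arm of a hairpin had the lower ratio in 9 of 25 hairpins (sign test, p 0.230; 8 of 22 with at least 100 reads, p 0.286). The median difference was 0.76, with medians of -1.52 for that arm and -2.51 for the other, so the values lean against a lower ratio of the less abundant arm. The test is not past the threshold in either direction, and the 2 cannot be told apart here. In some hairpins only 1 of the arms ends in G, so the last-base difference above also enters the arm comparison. Sequences with added 3′ nucleotides, in many pairs more than a single one, had the lower ratio in 114 of 202 pairs (sign test, p 0.0783, median -0.25). They were already lower between plasmids before oxidation in 153 of 202 pairs (sign test, p 1.19e-13), which keeps this question open. These pairs share shorter sequences and are not independent. They also pool shorter sequences ending in G with others, so the last-base difference above enters the tally.

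The few miRNA reads left in oxidized control RNA were shorter. In 15 of 21 miRNAs the ratio of the sequence shorter by 1 nucleotide to the full sequence was higher in both oxidized control libraries than in every other library, which reads carried over from another library would not give. Over 19 miRNAs pooled, sequences shorter by 1 were 227% and 153% of the full sequence there, against 19.6% and 20.8% in non-oxidized control RNA. Those shorter by 2 were 83.3% and 50.7%, against 3.50% and 3.87%. Loss of 1 nucleotide from every molecule would also move reads from shorter by 1 to shorter by 2. The highest ratio of shorter by 2 to shorter by 1 that such a loss can give was taken from the reads before oxidation, and a miRNA under it decides nothing. In oxidized control RNA, 7 of 19 miRNAs were past this limit (one-sided exact binomial test, adjusted p under 0.05), and 3 of these lay above it in both libraries. miR-7a-5p had 328 reads shorter by 2 against 72.9 allowed (adjusted p 2.84e-70), let-7c-5p 421 against 215 (1.89e-28) and miR-29a-3p 17 against 4.21 (3.09e-04). Loss of a single nucleotide is thus not the whole cause for these 3, as far as counting error goes. For the other 16 it cannot be told apart from a longer loss, since they were under the limit or not above it in both libraries. The full sequences numbered 1267 and 1184 reads in these libraries.

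Sequences 1 substitution from a miRNA sequence held a mean of 0.796% of listed counts in oxidized control RNA and 15.5% in oxidized methyltransferase RNA. Relative to miRNA reads the order was the reverse. For 27 abundant miRNA sequences, the share of substituted reads was taken of these reads plus those of the 27 sequences. That share was 30.8% (95% Wilson interval 29.6% to 32.0%) and 25.7% (24.4% to 27.1%) in oxidized control RNA. It was 16.4% and 14.0% in oxidized methyltransferase RNA and 6.08% to 10.9% in the non-oxidized libraries. The 2 oxidized groups were at least 9.35 percentage points apart, so damage by the oxidation step alone is not the whole cause, and the lowest oxidized control share was 1.57 times the highest of any other library, which carry-over would not give. For tRNA sequences the same ratio was 1.51, so the higher share was not limited to miRNA sequences. The substituted reads were uneven along the miRNA sequences. In oxidized control RNA, those at position 13 came to 12.6% and 10.4% of the reads of the abundant sequences. The next highest position, 7, came to 4.69% and 3.20%. An error process acting evenly along the sequence would not give this. What raised these shares was not tested.

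In oxidized control RNA, tRNA sequences ending in CCA changed by a median of 0.29 and the others by -0.71, under the main scaling. The difference of 0.996 (285 and 562 sequences; permutation test, p 1e-05, the smallest it can give) is opposite to what an unprotected CCA end would give. An attached amino acid may shield that end: over 27 pairs, the ratio of reads ending in CCA to those shorter by 1 was 65.4 and 50.6 in oxidized control RNA against 10.04 and 13.5 in non-oxidized control RNA, at least 3.75 times as high. It was 48.2 and 39.0 in oxidized and 11.6 and 13.0 in non-oxidized methyltransferase RNA. Loss of the shorter sequences alone would also raise this ratio.

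Of 4458 unmatched sequences without a genomic match, 946 were 1 substitution from a matched sequence, 744 of these from a tRNA sequence. The 946 held 10.1% and 8.11% of counts in oxidized control RNA and 0.331% to 0.662% in the other libraries. The source of the remaining unmatched sequences was not identified, and no biological explanation was tested for them.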
